A study of Mus musculus with 24 samples.

How the data were processed

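Small RNA sequencing was compared between mouse embryonic stem cells (mESC) and neural progenitor cells (NPC) of 6 Htt genotypes, with 2 libraries per group and 24 libraries in 12 groups. Per the labels, the libraries were read as 50-base single reads on an Illumina HiSeq instrument. The deposited file holds whole-number counts per gene, not normalized, for 55335 Ensembl mouse genes in 24 columns. The labels and the file header do not state the aligner, the counter, the adapter trimming, the genome build or whether strand was used. Every column was assigned to 1 sample, by the sample description in the labels except for the columns named Q89. The 4 columns named Q89 were matched to the samples titled Q92, because the growth protocol in the labels gives 89 repeats for that line and no other line lies near it.

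Gene identifiers were matched without their version to GENCODE mouse release 21 (GRCm38), which supplied symbols, biotypes and coordinates. Of the identifiers, 55154 matched, and those left unmatched held 57 of the 25027120 counts. No row lacked a gene name. A count was seen in 19429 genes in at least 1 library.

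Tests were run on the deposited counts with edgeR 4.0.16 in R 4.3.3, using glmQLFit and glmQLFTest with TMM scaling. Low-count genes were removed by filterByExpr with a minimum count of 10 and a minimum total of 15. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p of 0.05. Pairwise comparisons within a cell type used all 12 libraries of that cell type, which share an estimate of the spread. The dependence on repeat length was a slope per 10 CAG repeats over the 8 knock-in libraries of a cell type, at 20, 50, 92 and 111 repeats. The comparison of NPC with mESC took the mean of the 6 NPC groups minus the mean of the 6 mESC groups in a fit of 24 libraries. The same fit tested whether the KO effect differed between cell types, and a product term over the 16 knock-in libraries tested whether the CAG slope differed. Lists of microRNAs and mRNAs associated with stem cells, neural cells, feeder cells, the let-7 family and the Dlk1-Dio3 region were written before the data were examined, as were the main tests and most alternatives. They were tested with fry and camera in limma 3.58.1.

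Named genes were chosen by a rule fixed before the data were examined. A named gene had an adjusted p under 0.05, a log2 change of at least 1 (over the range from 20 to 111 repeats for a slope), a mean of at least 10 CPM (counts divided by the scaled library total, times 1e6) and groups that did not overlap, the last not applied to slopes. The 2 smallest p-values per direction were taken, or 3 for the CAG slopes and for NPC against mESC. Genes named outside this rule are marked as chosen after their values were seen.

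The tests were first run on simulated counts with the real means and library sizes, in which 200 genes were changed by a log2 value of 2. Of the changed genes tested, 36.1% were called in mESC KO against WT (166 genes), 90.6% in NPC KO against WT (181 genes), 61.2% for the mESC slope (165 genes), 81.4% for the NPC slope (167 genes), 100% for NPC against mESC (148 genes) and 20.7% for the difference in slopes (174 genes). False calls made up between 1% and 6.3% of all calls, and no call had the wrong direction.

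Replicate numbers come from the labels, which do not say that a number marks a shared batch. In mESC, the differences between replicate 1 and replicate 2 correlated across 1766 genes by 0.408 to 0.516 in the 10 pairs of groups without Q20, and by 0 to 0.078 in the 5 pairs with Q20. In NPC, 4 of the 15 pairs of groups exceeded 0.1. The numbers were therefore not treated as pairing the samples, and the fit with the number as a block is an alternative. Every replicate pair differed by more than sampling noise, with a chi-square per degree of freedom from 3.16 in mESC Q20 to 202.46 in mESC Q50. No library was therefore counted as another read of the same library. Libraries made from 1 culture could also exceed sampling noise, so whether replicates were separate cultures was not tested. After mESC Q20, the lowest values were 3.76 in NPC Q92, 4.85 in NPC Q20 and 7.29 in NPC Q111, with 36.52 or more in every other group.

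Alternatives were DESeq2 size factors, library totals, no filter on low counts, the Wald test of DESeq2 1.42.0, a replicate block, microRNA genes alone, a fit of the 4 libraries compared, other forms of the CAG slope, wild-type libraries alone and an additive model, as well as leaving out each library in turn. A contrast of group means cannot test a gene with a group at 0 on both sides: this held for 4 of 904 genes in NPC against mESC, all 4 called by the additive model, and for 50 of 904 in the KO effect by cell type. The slope by cell type has a similar limit for genes without counts in either cell type. This was seen after the fits, and the planned fits were left as they were. Some were chosen after seeing the data: WT in place of Q20 as the control, leaving out the Q20 group, a batch term in mESC and a replicate-axis score as a covariate in NPC. Positions and sequences shared with other genes were checked against the same annotation, with stretches of 30 bases. Shorter shared sequences, such as those of mature microRNAs, would not be seen by this check. Shares and floors (3 counts) cover counting error alone, since the reads carry no molecular identifiers in the labels.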

Results

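The series profiled small RNAs in mESC and in NPC derived from them, to ask how the length of the CAG repeat in the Huntington's disease gene relates to RNA processing. Htt encodes huntingtin, and an expanded CAG tract in its first exon causes the disease. Per the labels, the cells were an Htt knockout line (KO), wild-type cells (WT) and 4 heterozygous knock-in lines named Q20, Q50, Q92 and Q111 after their repeat number. The mESC were grown on a feeder layer of mouse fibroblasts. Each of the 12 groups had 2 libraries. Per the labels, the Q92 line has 92 repeats in the sample titles and 89 in the growth protocol.

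The total count per library lay between 642384 and 2360434 in the 12 mESC libraries and between 342022 and 682113 in the 12 NPC libraries. The labels state a several-fold larger number of reads per sample, so the counts assigned to genes were a small part of the reads. Of the 25027120 counts, 62.7% fell on genes annotated as snoRNA and 16.3% on genes annotated as lincRNA. A single gene, Gm26917, held 3787852 of the 4076111 lincRNA counts. The miRNA biotype held 7.83% of all counts, but 96.96% of that was Snord43, a gene whose symbol is that of a snoRNA. Genes with a microRNA symbol held 0.235% of all counts, and 388 of 1180 such genes had a count. MicroRNA levels therefore rest on few counts, and a count of 0 in a library allowed up to 1.27 CPM in the deepest library and 8.77 CPM in the shallowest.

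**Figure D1:**
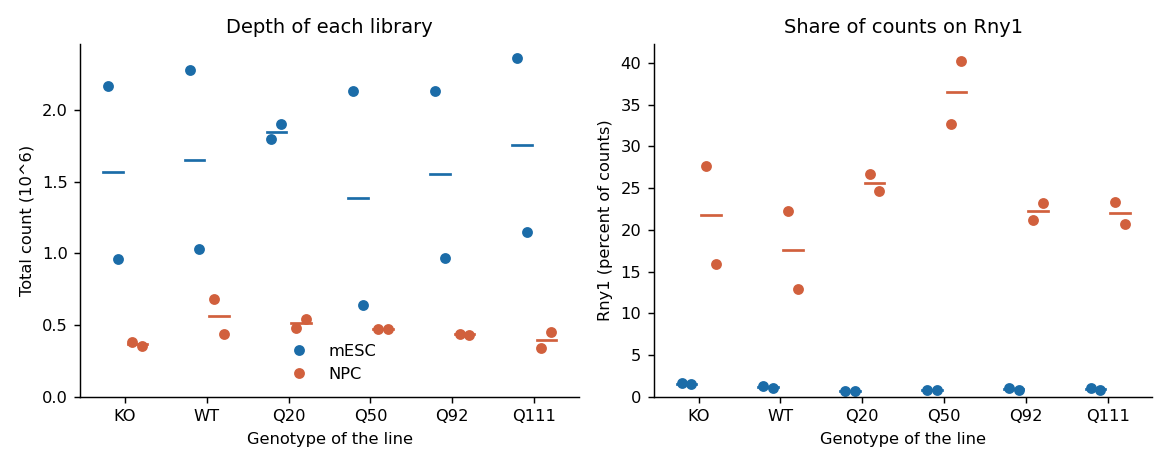
Total count (left) and percent of counts on Rny1 (right) for each library by genotype, with mESC in blue and NPC in orange; points are libraries and bars the mean of 2. NPC libraries held at most 682113 counts, and Rny1 took 12.97% to 40.29% of them against 0.644% to 1.65% in mESC.

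The targeted gene was examined first as a check of the labels. Htt received 3 and 2 counts in the KO mESC libraries and 8 in each WT mESC library. In NPC it received 1 count in each KO library, and 9 and 2 in the WT libraries. In CPM, both KO libraries lay below both WT libraries in each cell type. The values were 1.38 and 2.08 against 3.51 and 7.79 in mESC, and 2.60 and 2.84 against 13.2 and 4.54 in NPC. Over all libraries Htt had from 0 to 9 counts, with 0 in replicate 2 of Q50 mESC and of Q111 NPC. A loss of Htt in the KO lines was not tested at these low counts.

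The comparison of NPC with mESC asked how the small RNA content changed on differentiation. Of 904 genes tested, 528 were called by edgeR's quasi-likelihood test, 275 higher and 253 lower in NPC. Library totals in place of TMM moved the median log2 change of all genes by 0.336 and gave 350 higher and 159 lower. Testing without a filter on low counts called 2024 of 19429 genes, microRNA genes alone 42 of 53, and wild-type libraries alone 215 of 903. The change with the smallest p was in Rny1, a Y RNA (chromosome 6, 47788069 to 47788180, GRCm38), which took 24.3% ± 7.20 of counts in NPC and 1.04% ± 0.309 in mESC (SD, n = 12 each). Its log2 change was 4.21 ± 0.15 (SE, edgeR adjusted p 3.38e-16). Gm26168 (chromosome 6, 122623547 to 122623658) shares 38.6% of its 30-base stretches with Rny1, so its rise of 4.61 ± 0.20 is uncertain as a separate event (edgeR adjusted p 1.40e-14).

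Mir181a-1 (chromosome 1, 137966455 to 137966541) had at most 1 count in any mESC library and 29 to 218 counts in the NPC libraries. It was at least 87.6-fold higher in NPC (edgeR adjusted p 5.44e-14). Its exon overlaps that of A430106G13Rik. Mir293 (chromosome 7, 3220343 to 3220422) stood at 1313 ± 418 CPM in mESC and 14.7 ± 34.3 CPM in NPC (SD, n = 12 each), where all of its counts came from the Q20 libraries. The edgeR adjusted p was 5.13e-15. Gm25854, a snoRNA on chromosome 12 (109686798 to 109686869), stood at 550 ± 316 CPM in mESC and 21.5 ± 41.0 CPM in NPC (SD, n = 12 each; edgeR adjusted p 2.16e-13), with 46 and 84 counts in Q20 NPC, 0 in both Q92 libraries and at most 5 in any other NPC library. Gm26917 is annotated as a lincRNA on chromosome 17 (39843013 to 39846341). It took 18.3% ± 4.36 of counts in mESC and 7.50% ± 2.05 in NPC (SD, n = 12 each), with an edgeR adjusted p of 1.17e-10. The class of this gene rests on the annotation alone, and which RNA gave its reads was not tested.

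The list of 14 ES-cell microRNAs had 7 members tested. All 7 were lower in NPC, with a median log2 change of -7.27, or -4.22 with 3 members at or under 3 counts in every NPC library set to their bound. Members counted in Q20 NPC, such as Mir293 at -11.7, kept fits that include groups at 0, so neither median measures the size. Of the 7 members, 6 were called, both over all genes and adjusted over the list alone. The other, Mir367, had a group without counts in each cell type and could not be tested by the contrast of group means; the additive model gave it an adjusted p of 0.00891. The fry p was 4.21e-11, and the camera p was 1.55e-08 with the preset correlation and 0.000519 with an estimated one. The list of 18 neural microRNAs had 3 members tested, all higher in NPC and all called on both counts, with a median of 5.30, or 3.07 with 1 member at its bound (fry p 1.17e-08, camera p 0.00273 preset and 0.0290 estimated). The 7 tested neural mRNAs were all called higher (median 6.16, or 3.49 with 4 at their bound, fry p 5.64e-12). The 7 tested microRNAs of the Dlk1-Dio3 list were all called lower (median -5.62 with and without 1 member at its bound, fry p 1.79e-09). This list had 0 counts in Q50 and Q92 NPC, so its median also includes fits to groups at 0. Of the let-7 list 1 member was tested, at least 13.08-fold higher. Of the feeder mRNA list 2 members were tested, 1 higher and 1 lower, and no member of the feeder microRNA or ES mRNA lists passed the filter. All NPC libraries but replicate 1 of WT were shallower than every mESC library. The labels give no batch, and what part of the 528 changes came from library preparation was not tested.

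**Figure D2:**
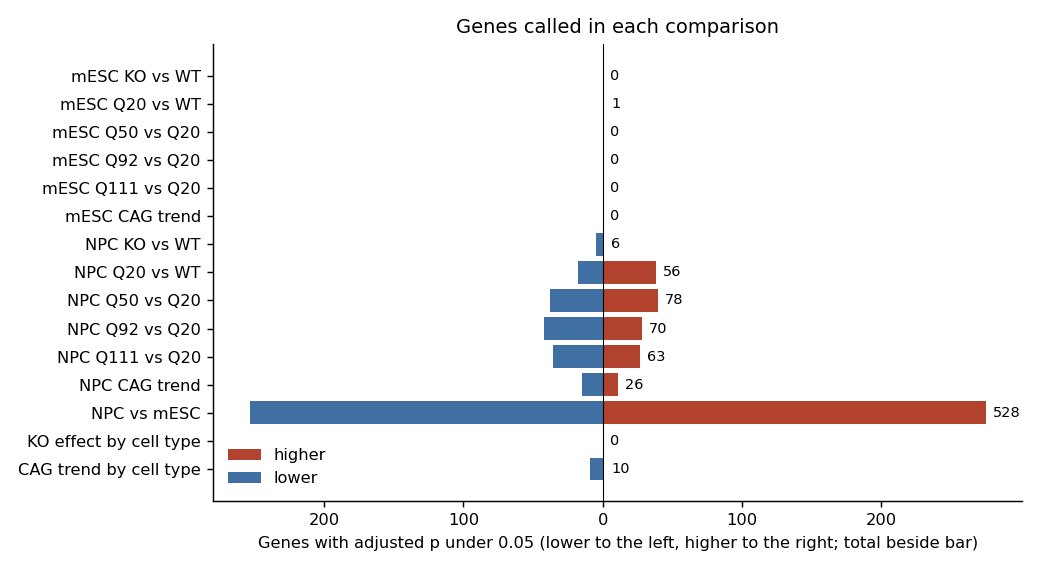
Number of genes with an adjusted p under 0.05 in each comparison, lower to the left and higher to the right, with the total beside each bar. The difference between cell types (528 genes) exceeded every comparison of genotypes, among which the NPC comparisons with Q20 called 56 to 78 genes.

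Loss of Htt was addressed by KO against WT. In mESC no gene of 1766 was called, with 18 at an unadjusted p under 0.05. In NPC 6 of 441 genes were called, 1 higher and 5 lower. Without the filter on low counts 0 were called, and with the DESeq2 Wald test 24. The higher gene was Peg10 (chromosome 6, 4747306 to 4760517), at 46.1 ± 0.691 CPM in KO and 8.09 ± 7.12 CPM in WT (SD, n = 2 each). Its log2 change was 2.60 ± 0.50 (SE, edgeR adjusted p 0.00803), and without replicate 1 of WT it was 1.79. Without replicate 2 of WT, where 2 counts were left in WT, Peg10 was 10.1-fold higher in KO with WT set to 3 counts. Peg10 also stood at 51.2 ± 2.62 CPM in Q20 NPC and 87.7 ± 5.38 CPM in Q92 NPC (SD, n = 2 each), so its level differed between lines other than the KO. The 5 lower genes, chosen after their values were seen, were Gm24494, Snord49a, Snord43, Gm23301 and Gm24837. They fell by 0.48 to 0.62 on the log2 scale, and library totals left none of them called. The KO effect did not differ between cell types for any of 904 genes, with 36 at an unadjusted p under 0.05, but 50 of the 904 had groups without counts on both sides of the contrast and could not be tested.

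In mESC the comparisons of genotypes with short and long repeats called few genes. Q20 against WT called 1 of 1766 genes, Mir302b (chromosome 3, 127545228 to 127545301). It had 1049 and 1122 counts in Q20 and 45 and 3 in WT, a log2 change of 5.72 ± 0.92 (SE, edgeR adjusted p 0.0249). Without replicate 1 of WT it was 275.5-fold higher in Q20, at the 3 counts left in WT, and without replicate 2 of WT the log2 change was 4.94. Q50, Q92 and Q111 against Q20 called no gene, with 98, 51 and 60 at an unadjusted p under 0.05. The CAG slope called none of 1487 genes, with 48 at an unadjusted p under 0.05. In the pairwise fits the spread between replicates was wide in mESC, with a biological coefficient of variation of 37.9% against 17.3% in NPC. In the slope fits the coefficient was 37.2% in mESC and 36.7% in NPC. There it also holds the departures of single lines from a straight line, so it does not compare replicates alone. Replicates 1 and 2 of the 5 groups other than Q20 differed along a shared axis, on which the Q20 libraries lay in between. A batch term that placed both Q20 libraries with the first replicates, chosen after seeing the data, called 1 gene in KO against WT, 35 in Q20 against WT, 53, 16 and 47 in Q50, Q92 and Q111 against Q20, and 2 along the CAG slope. Each side of the axis holds 1 library of most groups, so pairwise comparisons within a side lacked replicates. The CAG slope within a side was not tested.

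In NPC the comparisons of genotypes called more genes. Q20 against WT called 56 of 441 genes, 38 higher and 18 lower, and DESeq2 size factors gave 31 higher and 28 lower. The snoRNA AF357428 (chromosome 12, 109679945 to 109680013) stood at 1047 ± 57.6 CPM in Q20 and 21.3 ± 2.29 CPM in WT (SD, n = 2 each), a log2 change of 5.59 ± 0.32 (SE, edgeR adjusted p 1.99e-09). The noncoding gene Rian (chromosome 12, 109603940 to 109661716), whose exons overlap those of several small RNA genes, stood at 1255 ± 26.8 CPM in Q20 and 58.0 ± 10.9 CPM in WT (SD, n = 2 each; edgeR adjusted p 1.33e-08). Tnc, which encodes tenascin C (chromosome 4, 63959785 to 64047015), had 2 and 3 counts in Q20 and 38 and 24 in WT. Its log2 change was -3.43 ± 0.46 (SE, edgeR adjusted p 4.26e-05). An exon of Tnc overlaps 8030451A03Rik on the other strand. Anapc4 (chromosome 5, 52834012 to 52867797) had 2 and 3 counts in Q20 and 15 and 17 in WT. Its log2 change was -2.51 ± 0.57 (SE, edgeR adjusted p 0.0082), and it was not called in the fit of these 4 libraries alone.

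Q50 against Q20 called 78 genes in NPC, 40 higher and 38 lower, and library totals gave 18 higher and 62 lower. Q92 against Q20 called 70, 28 higher and 42 lower, with 36 and 25 under library totals. Q111 against Q20 called 63, 27 higher and 36 lower, with 24 and 54 under library totals. AF357428 was lower in all 3, with 10 and 6 counts in Q50, 9 and 7 in Q92 and 38 and 48 in Q111, against 513 and 551 in Q20. With WT as the control, AF357428 was higher in Q111, by a log2 value of 2.45. Rian was among the 2 smallest p-values of the lower genes in Q92 and Q111, and AF357341 (chromosome 12, 109681519 to 109681593) in Q50. Of the higher genes, Mir181a-2 (chromosome 2, 38852735 to 38852810) had 50 and 50 counts in Q50 against 6 and 10 in Q20. Sequence of under 30 bases shared with Mir181a-1 was not checked, so Mir181a-2 is uncertain as a single gene. Snord70 (chromosome 1, 59691934 to 59692020) rose by 1.17 ± 0.15 in Q50, and Rny3 (chromosome 6, 47781624 to 47781725) by 1.07 ± 0.16 in Q92, on the log2 scale (SE). Tnc rose by 4.055 ± 0.446 in Q92 on the log2 scale (SE). Snora21 (chromosome 11, 97781639 to 97781775) and Hist1h3b (chromosome 13, 23752267 to 23752886) rose by 2.56 ± 0.33 and 3.65 ± 0.58 in Q111 (SE). Hist1h3b shares 62.1% and Snora21 30.6% of its 30-base stretches with other genes, so both are uncertain as single genes.

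These comparisons share the Q20 libraries. In NPC 17 genes were called lower and 1 higher in all 3, and the lowest correlation across genes between their log2 changes was 0.743. In 100 simulations of unchanged groups against the same libraries, no gene was called in all 3 and the lowest correlation averaged 0.421, with a maximum of 0.561. Genes are not independent replicates.

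**Figure D3:**
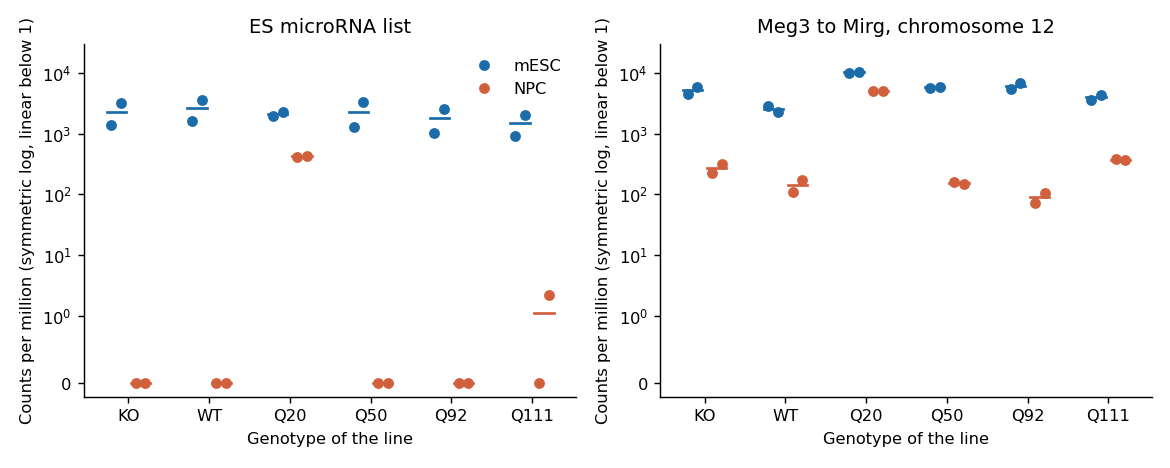
CPM of the ES microRNA list (left) and of all plus-strand genes from Meg3 to Mirg on chromosome 12 (right) for each library by genotype, with mESC in blue and NPC in orange, on a symmetric log axis that is linear below 1; bars are means of 2 libraries. The Q20 NPC libraries stood at 424 CPM on the left and 5063 CPM on the right, and the other NPC libraries at most at 2.20 and 377.2 CPM.

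The Q20 NPC libraries differed from the other NPC libraries in RNAs that were otherwise found in mESC. The ES microRNA list had 201 and 233 counts in Q20 NPC and a sum of 1 count over the other 10 NPC libraries. The interval from the start of Meg3 to the end of Mirg (chromosome 12, 109541001 to 109749460), in the imprinted Dlk1-Dio3 region, stood at 5063 ± 61.9 CPM in Q20 NPC (SD, n = 2) and at 72.9 to 377.2 CPM in the other 10. Of the genes called lower against Q20, 8 each in Q50, Q92 and Q111 belonged to a set of 16 genes restricted to mESC in the 5 genotypes other than Q20.

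The CAG slope in NPC called 26 of 403 genes, 11 rising and 15 falling with repeat length. The number fell to 6 without replicate 1 of Q20 NPC, and to 17 without the Q20 group, of which 5 were shared with the 26. Hist1h3b rose from 44.0 ± 9.38 CPM in Q20 to 571 ± 48.6 CPM in Q111 (SD, n = 2 each), a log2 slope of 0.36 ± 0.05 per 10 repeats (SE, edgeR adjusted p 0.00227). Hist1h2bh (chromosome 13, 23541714 to 23543392), which shares 28.4% of its 30-base stretches with other genes, had a slope of 0.37 ± 0.05 (SE, edgeR adjusted p 0.00332). Snora21 had a slope of 0.28 ± 0.04 (SE, edgeR adjusted p 0.00425). Mir302b, Mir293 and Mir341 (chromosome 12, 109611500 to 109611595) were called as falling, with edgeR adjusted p-values of 0.00227, 0.00227 and 0.00333. Mir302b had 123 and 138 counts in Q20 and at most 1 in any library with a longer repeat. Mir293 had 51 and 56 counts in Q20 and 0 in all 6 libraries with longer repeats, and Mir341 had 39 and 47 against at most 1. Their fall lay between Q20 and the other lines. Without Q20, Mir302b and Mir341 had 1 count each over the 6 libraries left, so the fitted slopes of 0.48 and 0.49 give no direction. Genes rising with repeat length were mostly higher in replicate 2 than in replicate 1 of the KO and WT NPC libraries. With 2 libraries and 1 line per repeat length, a difference between lines cannot be told apart from an effect of the repeat.

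**Figure D4:**
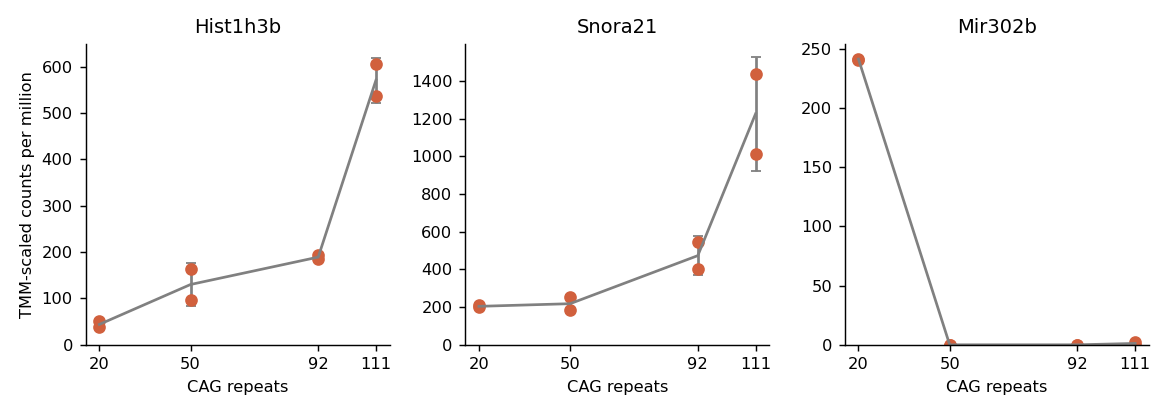
TMM-scaled CPM of Hist1h3b, Snora21 and Mir302b in the NPC knock-in libraries against CAG repeat number; orange points are libraries, the grey line joins the means and error bars are SD of 2 libraries. Hist1h3b reached 571 CPM at 111 repeats, whereas Mir302b stood at 241 CPM at 20 repeats and at most at 2.28 CPM in any other library.

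The CAG slope differed between NPC and mESC for 10 of 663 genes, 1 with a higher and 9 with a lower slope in NPC. Without replicate 1 of Q20 NPC the number was 6, and without the Q20 group it was 0. Mir293 (edgeR adjusted p 2.39e-06) and Mir409 (chromosome 12, 109743158 to 109743236; edgeR adjusted p 0.00117) had the smallest p-values under the naming rule. Mir409 had 12 and 20 counts in Q20 NPC and 0 in the 6 NPC libraries with longer repeats, and its position overlaps Gm24321 on the other strand.

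**Figure D5:**
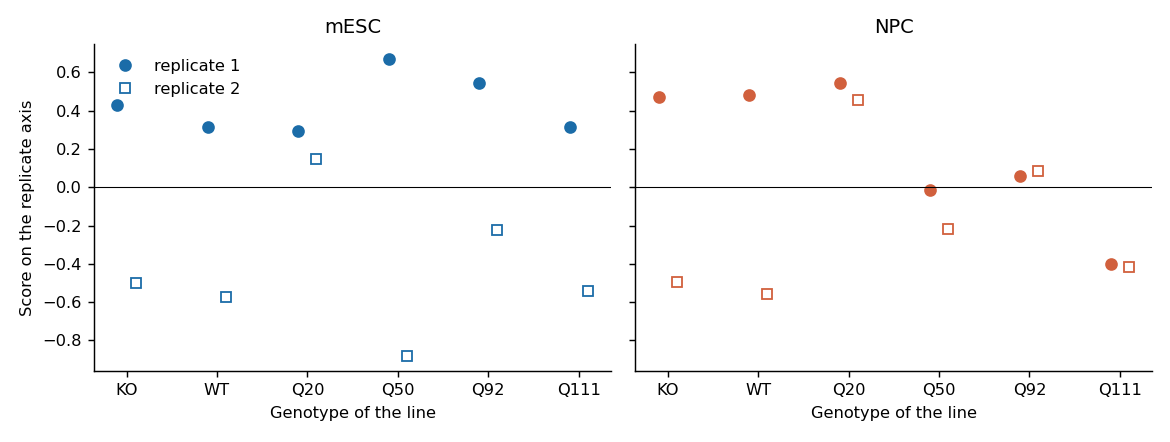
Score of each library on the axis that parts replicate 1 from replicate 2, defined in mESC from the 5 groups other than Q20 and in NPC from KO and WT; filled circles are replicate 1 and open squares replicate 2. In mESC the Q20 libraries scored 0.293 and 0.146, between the first replicates (0.315 or more) and the second (-0.222 or less), and in the NPC knock-in lines the scores ran from 0.546 in Q20 to -0.417 in Q111.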

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

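The product test of the CAG slope by cell type was planned, whereas the tests on the Q20 libraries were chosen after the result was seen. The slopes differed between NPC and mESC for 10 genes. Mir293 had a difference in log2 slope of -2.12 per 10 repeats and Mir409 of -1.44. Both values are fits to libraries at 0 counts and give no bound. Of the 24 ways to assign the 4 repeat numbers to the 4 lines, 10 called as many genes, so the number called is not beyond what other orderings of these libraries give. The 12 orderings that gave Q20 the lowest or highest number called 9 to 20 genes. Those that gave Q20 a middle number called at most 0, so Q20 alone being set apart from the other 3 lines is consistent with these counts, and a graded dependence on repeat length is not needed for them. Among the 10 genes, 5 were restricted to mESC in the other genotypes, so mESC-restricted RNAs in the Q20 NPC libraries cannot be told apart from another difference of that line for the other 4 that fell, which were below the abundance set for that class or not restricted. The one gene with a higher slope in NPC, Rpl12, had 0 counts in Q20 NPC and 32 in the other knock-in NPC libraries, and RNA added to Q20 NPC would not give a count of 0. Its difference in slope was 0.552 without Q20 against 0.564 with it, so it did not rest on Q20, although no gene was called without that line. A biological effect of repeat length stays open and was not tested apart from line, since each repeat length is a single line.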

How the results depend on the processing

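The number of genes called was compared between the main fits and the alternatives, with a change of over 1.5 times taken as a difference. Except where a smaller gene set or fewer libraries shows it, the cause was not tested.

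No paired reading of the replicate numbers was made, since not every pair of groups deviated together. With the replicate number as a block, mESC Q20 against WT called 25 genes in place of 1, Q50, Q92 and Q111 against Q20 called 20, 2 and 12 in place of 0, the mESC CAG slope 3 in place of 0, the NPC CAG slope 9 in place of 26, and the KO effect by cell type 1 in place of 0. The block changed no other count by over 1.5 times. With the mESC batch term chosen after seeing the data, the counts were 1 for KO against WT, 35 for Q20 against WT, 53, 16 and 47 for Q50, Q92 and Q111 against Q20, and 2 for the slope.

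Without the filter on low counts, mESC called 5 genes for Q20 against WT, 2, 2 and 1 for Q50, Q92 and Q111 against Q20, and 2 for the slope. In NPC it called 0 for KO against WT, 30 for Q20 against WT, 34, 34 and 35 for Q50, Q92 and Q111 against Q20, and 50 for the slope. It called 2024 genes for NPC against mESC and 20 for the slope by cell type. The DESeq2 Wald test called 9 genes for mESC Q20 against WT and 2, 1 and 1 for the later lines against Q20. In NPC it called 24 for KO against WT, 33 for Q20 against WT, 50 for Q50 and 40 for Q111 against Q20, and 11 for the slope.

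Size factors of DESeq2 gave 10 genes for NPC KO against WT in place of 6. Library totals gave 1 for that comparison and 2 for mESC Q20 against WT. No other count moved by over 1.5 times under either scaling, although the split of higher and lower calls did, as given with each comparison. Library totals shifted the median log2 change of all genes by 0.429 in mESC Q50 against Q20 and by 0.336 in NPC against mESC.

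A fit of the 4 libraries compared called 21 genes for mESC Q20 against WT and 2 and 13 for mESC Q92 and Q111 against Q20. In NPC it called 0 for KO against WT, 22 for Q20 against WT, and 158 and 112 for Q92 and Q111 against Q20. With microRNA genes alone, which leaves fewer genes, NPC called 0 for KO against WT, 5 for Q20 against WT, 12, 4 and 10 against Q20, and 7 for the slope, and NPC against mESC called 42. Wild-type libraries alone, 4 in all, called 215 genes for NPC against mESC. The linear contrast of group means over 12 libraries called 54 genes for the NPC slope.

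Alternatives that set the Q20 line aside were chosen after seeing the data. With WT as the control, NPC Q50 called 29 genes, of which 16 were shared with the 78 against Q20. Q92 and Q111 called 83 and 48, of which 30 and 20 were shared. Rian and AF357428 in Q111 reversed, to log2 changes of 0.97 and 2.45. Without the Q20 group, the NPC slope called 17 genes and the slope by cell type 0. Mir302b and Mir341 in the NPC slope and Mir409 in the slope by cell type had reversed signs in the fits, at 0.48, 0.49 and 0.0045 per 10 repeats, but had at most 1 count in any NPC library left, so these values give no direction. With the replicate axis score as a covariate the NPC slope called 24 genes, 1 of them shared.

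Leaving out each library in turn gave 6 to 26 genes for the NPC slope, 0 to 2 for the mESC slope and 6 to 15 for the slope by cell type. For NPC against mESC no such fit moved the count by over 1.5 times. The lowest values for the NPC slope and the slope by cell type came without replicate 1 of Q20 NPC. In the pairwise comparisons a group was left with 1 library and no test was made. The ES and neural microRNA lists kept their direction and their call under both other scalings and without the filter, at medians of -7.28 to -5.52 and 1.00 to 5.56.

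For the 32 values of named genes, 220 of 242 values under other settings kept direction and call, 17 lost the call and 5 reversed, of which 3 are the fits to near-empty NPC libraries without Q20. With 1 library left out, all 224 values that could be tested kept direction and call. The other 72, from pairwise comparisons, had no test, and 27 of them moved by more than the spread. The spread between replicates is a possible limit on the pairwise mESC comparisons. In KO against WT, simulated log2 changes of 2 were called for 36.1% in mESC (dispersion 0.144) and 90.6% in NPC (0.0299). Changed genes were 166 of 1482 tested in mESC and 181 of 405 in NPC. The adjustment of p-values depends on that share, so this gap cannot be set down to the spread alone. For the CAG slope the dispersions were 0.139 in mESC and 0.135 in NPC, and these also hold departures of single lines from a straight line. The dispersion of 0.144 includes the axis shared by same-numbered mESC libraries, so this limit and the low mESC counts hold for fits without a replicate block or batch term, which gave the higher mESC counts above except for KO against WT, where the block called 0 and the batch term 1. Fewer genes passed the filter on counts in the shallower NPC libraries, 441 against 1766 in mESC.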

Other observations

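Tests on the Q20 NPC libraries and on the replicate axis were chosen after these patterns were seen, except the counts of splits and orderings.

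Both Q20 NPC libraries carried mESC-restricted RNAs, defined from the other 5 genotypes as at least 20 CPM in mESC and at most 5% of that in NPC. The ES microRNA list had a sum of 1 count in the other 10 NPC libraries, of 4473472 counts, which argues against index cross-talk over the whole pool. Reads of the Q20 mESC libraries mixed into the Q20 NPC libraries would give each gene the same share, but the chi-square per degree of freedom over 15 genes was 34.9, against 4.51 between the Q20 mESC libraries. The Mir290 cluster stood at 9.3% of its Q20 mESC level, the Mir302 cluster at 45.7% and the Meg3 to Mirg interval at 49.7%. Undifferentiated cells in the Q20 NPC cultures may be a source. The spread of log2 ratios across all 16 mESC-restricted genes was 5.21 times the spread between the Q20 mESC replicates, but 0.574 times the highest and 0.894 times the lowest spread between mESC replicates of the other 5 groups, with low counts drawn together by the prior count. Whether the Q20 NPC and Q20 mESC libraries differ by preparation as those replicates do is not in the labels, which keeps this open, and it cannot be told apart from a partial change of state in all cells. NPC-restricted genes were lower in Q20 NPC for 21 of 25, with a median log2 difference of -0.73 from the other NPC libraries. They ranged from -2.47 for Tnc to 0.42 for Mir9-3, and Rny1 differed by 0.17. The let-7 list stood at 13.5 ± 4.39 CPM in Q20 NPC (SD, n = 2) and at 21.99 to 93.8 CPM in the other 10 NPC libraries. In mESC too the Q20 line stood apart, with the Mir302 cluster at 619.9 CPM against 2.08 to 104 CPM in the other mESC libraries, and the Meg3 to Mirg interval at 10182 CPM against 2238 to 6747 CPM. A property of the Q20 line that persists through differentiation was not tested.

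In mESC, replicates 1 and 2 of the 5 groups other than Q20 differed along a shared axis. The lowest of the 10 correlations across genes between groups was 0.408. These correlations are the pattern itself and the labels give no batch, so a library batch shared by the same-numbered libraries cannot be told apart from another difference they share, such as in culture. Deeper sequencing of the first replicates alone is argued against, because after thinning to equal depth the lowest correlation was 0.331, whereas libraries drawn to differ in depth alone gave -0.067 to 0.07. GC content accounted for 5.45% of the rank variance of the axis across 123 snoRNA genes, too little to be its whole source. Gene length accounted for 14.7% across the same snoRNA genes. Over all 1766 genes, length accounted for 5% and GC content for 5.65%, so length did not exceed GC content there. Annotated length is not the length of the sequenced fragments, so a length bias between batches cannot be told apart from other sources. The lower of the Q20 mESC scores was 0.146, between the first and second replicates of the other groups, so whether both Q20 libraries were prepared with the first replicates cannot be told apart from a difference of that line. The same axis appeared in part in NPC, as the mESC and NPC axes correlated by 0.409 across 371 genes.

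The 26 genes called along CAG length in NPC were matched by 5 of the 24 orderings of the repeat numbers, the real one included, and another ordering called 42. Of the 15 falling genes, 8 were restricted to mESC in the other genotypes, so RNAs in the Q20 NPC libraries may account for those. A mixture with mESC RNA is argued against for the rising genes, since a mixture lies between its sources, whereas 10 of 11 were lower in Q20 NPC than in both the Q20 mESC and the other knock-in NPC libraries. In 9 of the 11, both Q20 NPC libraries lay below both Q20 mESC libraries. A technical axis that also parts replicate 1 from replicate 2 of the KO and WT NPC libraries is a candidate explanation for part of the slopes. Across 389 genes outside the mESC-restricted set the slope correlated with this axis by -0.312, or by -0.36 without Mir409, which had no counts in KO or WT NPC. Of the called genes outside that set with counts in KO or WT NPC, 15 of 16 changed toward the second replicates, against 59.4% of the other genes. Among the mESC-restricted called genes, Gm25854 also changed toward the second replicates. Mir341, Gm23787, Gm22981 and Gm25856 changed toward the first. The correlation is modest and genes are not independent replicates. With the axis score as a covariate 24 genes were called, of which 1 was shared with the 26, and the scores themselves ran from 0.546 and 0.455 in Q20 to -0.399 and -0.417 in Q111, so the fit separates the effects poorly. Effects of the repeat length on histone and snoRNA levels remain open.

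For NPC against mESC, 1 of 100 splits of the 24 libraries into 12 and 12 called as many genes as the real one, which was itself. Another split called at most 4. Other splits mix the cell types on both sides, which puts their difference into the spread, so few calls were to be had there. The splits therefore cannot tell a difference of cell type from one of depth or library preparation.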
